# Differential genome-wide gene expression profiling of bovine largest and second-largest follicles: identification of genes associated with growth of dominant follicles

**DOI:** 10.1186/1477-7827-8-11

**Published:** 2010-02-05

**Authors:** Ken-Go Hayashi, Koichi Ushizawa, Misa Hosoe, Toru Takahashi

## Abstract

**Background:**

Bovine follicular development is regulated by numerous molecular mechanisms and biological pathways. In this study, we tried to identify differentially expressed genes between largest (F1) and second-largest follicles (F2), and classify them by global gene expression profiling using a combination of microarray and quantitative real-time PCR (QPCR) analysis. The follicular status of F1 and F2 were further evaluated in terms of healthy and atretic conditions by investigating mRNA localization of identified genes.

**Methods:**

Global gene expression profiles of F1 (10.7 +/- 0.7 mm) and F2 (7.8 +/- 0.2 mm) were analyzed by hierarchical cluster analysis and expression profiles of 16 representative genes were confirmed by QPCR analysis. In addition, localization of six identified transcripts was investigated in healthy and atretic follicles using in situ hybridization. The healthy or atretic condition of examined follicles was classified by progesterone and estradiol concentrations in follicular fluid.

**Results:**

Hierarchical cluster analysis of microarray data classified the follicles into two clusters. Cluster A was composed of only F2 and was characterized by high expression of 31 genes including IGFBP5, whereas cluster B contained only F1 and predominantly expressed 45 genes including CYP19 and FSHR. QPCR analysis confirmed AMH, CYP19, FSHR, GPX3, PlGF, PLA2G1B, SCD and TRB2 were greater in F1 than F2, while CCL2, GADD45A, IGFBP5, PLAUR, SELP, SPP1, TIMP1 and TSP2 were greater in F2 than in F1. In situ hybridization showed that AMH and CYP19 were detected in granulosa cells (GC) of healthy as well as atretic follicles. PlGF was localized in GC and in the theca layer (TL) of healthy follicles. IGFBP5 was detected in both GC and TL of atretic follicles. GADD45A and TSP2 were localized in both GC and TL of atretic follicles, whereas healthy follicles expressed them only in GC.

**Conclusion:**

We demonstrated that global gene expression profiling of F1 and F2 clearly reflected a difference in their follicular status. Expression of stage-specific genes in follicles may be closely associated with their growth or atresia. Several genes identified in this study will provide intriguing candidates for the determination of follicular growth.

## Background

The final stage of bovine follicular development occurs in a wave-like fashion [1,2]. During a wave, increase of follicle-stimulating hormone (FSH) induces recruitment of a cohort of follicles beyond 4 mm in diameter and usually a single follicle is selected as a dominant follicle (DF) [3,4]. Although the DF continues to grow by transition of gonadotropin dependency from FSH to luteinizing hormone (LH) and secretes large quantities of estradiol (E_2_), the remaining subordinate follicles (SFs) cease to grow, then undergo atresia [5]. It is well documented that increased expression of LH receptor (LHR) in granulosa cells (GC) and specific changes of intrafollicular factors such as the insulin-like growth factor (IGF) and inhibin-activin-follistatin systems play a critical role in E_2 _production in the DF [6,7]. Therefore, regulatory mechanisms of follicular development are closely associated with complex interactions between follicular local paracrine/autocrine factors and endocrine hormones.

Increasing evidence using global gene expression analysis such as a DNA microarray, suppression subtractive hybridization and serial analysis of gene expression have identified numerous genes in various aspects of bovine follicular development [8-18]. Some studies compared the gene expression profiles between DF and SF around the time of follicular selection. They showed that DF up-regulates genes regulating E_2 _synthesis, anti-apoptosis, cell proliferation and gene transcription. Conversely, SF enhanced the expression of genes associated with pro-apoptosis and cell death compared with the DF [8,9,13,14]. Recent studies found that 93 mostly novel genes were differently expressed in the GC of newly selected DF compared with SF and/or growing cohort follicles whereas most of these genes were down-regulated in the GC of preovulatory follicles during final maturation before the LH surge [15,17]. Growth of a DF during 2-5.5 days following follicular wave emergence was associated with a decrease in genes encoding proliferation and pro-apoptotic factors and an increase in genes regulating anti-apoptotic factors [12]. An increase in follicular diameter during follicular growth was accompanied by alteration of gene expression regulating some growth factors and cytokines [16,18]. Ndiaye *et al*. identified a subset of novel genes down-regulated in preovulatory follicles after human chorionic gonadotropin (hCG) stimulation compared with DF, which may contribute to ovulation and luteinization [11].

These previous studies lead us to suggest that gene expression profiles in individual follicles reflect their developmental status, thus each follicle can be classified by differences in gene expression profiles. On the other hand, details of the genetic processes and biological pathways regulating bovine follicular development still remain to be elucidated. We consider that investigating the global gene expression of follicles after selection can help to understand the molecular mechanisms responsible for the regulation and control of follicular development and atresia. Therefore, in this study, we tried to classify the largest (F1) and second-largest (F2) follicles according to differences in gene expression profiles and to identify differentially expressed genes between the groups using a combination of microarray analysis and quantitative real-time PCR (QPCR) analysis. In addition, spatial expression profiles of several identified genes were investigated using *in situ *hybridization in healthy and atretic follicles classified based on follicular fluid (FF) concentration of steroids.

## Methods

### Experiment 1: classification of F1 and F2 and identification of genes by microarray analysis and QPCR analysis

#### Sample collection and RNA extraction

Paired ovaries were obtained from four pregnant Japanese Black cows in the institute ranch less than 10 min after slaughtering. These cows were pregnant and slaughtered for another study. Both F1 and F2 were dissected from the ovaries. Then, the surrounding stroma and theca externa were removed from the follicular walls. We collected three F1 and three F2 from four cows because two cows had both F1 and F2 collected whereas one cow had only a F1 collected and another cow had only a F2 collected. The follicles were snap-frozen and stored at -80°C until RNA extraction. Total RNA from the follicular wall (i.e., granulosa plus theca interna) was extracted from each follicle using ISOGEN (NipponGene, Tokyo, Japan) according to the manufacturer's instructions. All procedures for animal experiments were carried out in accordance with guidelines approved by the Animal Ethics Committee of the National Institute of Agrobiological Sciences for the use of animals.

#### Microarray analysis

A custom-made bovine oligonucleotide microarray fabricated by Agilent Technologies (Santa Clara, CA, USA) was used in this study. Sixty-mer nucleotide probes for customized microarray were synthesized on a glass slide. The annotated bovine oligonucleotide array represented 10263 sequences 4466 of which were known bovine genes, 5697 were unknown sequences and possible candidates for novel bovine genes, and 100 internal references.

We performed one-color microarray using five follicles (three F1 and two F2). Fluorescence-labeled (Cy3) cRNA probes were prepared from 150-300 ng of total RNA of each follicle using a Low RNA Input Linear Amplification Kit (Agilent Technologies). Labeled cRNA probes (750 ng each) were hybridized to the customized microarray in hybridization buffer (Gene Expression Hybridization Kit, Agilent Technologies) at 60°C for 17 h. After hybridization, the arrays were washed with 6 × SSC, 0.005% Triton X-102 at room temperature for 10 min, followed by 5-min washes in 0.1 × SSC, 0.005% Triton X-102 at 4°C. Hybridized arrays were blow dried with N_2 _gas and scanned using an Agilent Microarray Scanner (Agilent Technologies), and Feature Extraction ver. 9.1 (Agilent Technologies) was used for image analysis and data extraction. Gene expression datasets were normalized using the median of the signal intensity for 100 *GAPDH *genes on a microarray platform as internal control.

After normalization, 3308 genes were left to use for further analysis. The relative abundance of individual genes between follicles was calculated by dividing the normalized value of the genes between each follicle. We used the normalized microarray data of genes that showed an expression level of more than 20-fold between at least two follicles for subsequent hierarchical cluster analysis. The data were transformed log_2 _values and hierarchical cluster analysis was performed using the TIGR MultiExperiment Viewer 4.0 (MeV 4.0) software program [19]. Two parameters (average linkage and cosine correlation) were selected for constructing the hierarchical tree. Compliance with Minimum Information About a Microarray Experiment (MIAME) [20] was assured by depositing all the data in the Gene Expression Omnibus (GEO) repository [21]. The GEO accession numbers are as follows. Platform: GPL9136; Samples: GSM453634, GSM453635, GSM453636, GSM453637 and GSM453638; Series: GSE18145.

#### Quantitative real-time RT-PCR analysis

To validate the results of microarray analysis, we confirmed mRNA expression of 16 representative genes using QPCR analysis. All six follicles were used in QPCR analysis. The procedures for QPCR were previously described [22]. Briefly, single-strand cDNA was reverse-transcribed from 50 ng of total RNA using MultiScribe™ reverse transcriptase with a random primer, dNTP mixture, MgCl_2 _and RNase inhibitor (Applied Biosystems, Foster City, CA, USA). The reverse transcription cycle consisted of 10 min annealing at 25°C, 30 min cDNA synthesis at 48°C and 5 min inactivation at 95°C. The primers were designed using the Primer Express computer software program (Applied Biosystems) based on the bovine sequences. The primer sequences for each gene are given in Table 1. Each QPCR reaction (25 μl) contained 1 μl cDNA template, 0.5 μl forward primer (20 μM), 0.5 μl reverse primer (20 μM), 12.5 μl Power SYBR^® ^Green PCR Master Mix (Applied Biosystems) and 10.5 μl nuclease-free water. The thermal cycling conditions included one cycle at 50°C for 2 min, one cycle at 95°C for 10 min, and 40 cycles at 95°C for 15 s and 60°C for 1 min. Each cDNA template was analyzed for quantitation in duplicate. QPCR and the resulting relative increase in reporter fluorescent dye emission were monitored in real time using an Mx3000P QPCR system (Stratagene, La Jolla, CA, USA). The relative difference in the initial amount of each mRNA species (or cDNA) was determined by comparing the cycle threshold values. To quantify the mRNA concentrations, standard curves for each gene were generated by serial dilution of the plasmid containing its cDNA. The melting curve for detecting the SYBR Green-based objective amplicon were confirmed because SYBR Green also detects double-stranded DNA including primer dimers, contaminating DNA and PCR products from misannealed primers. Contaminating DNA or primer dimers appear as a peak separate from the desired amplicon peak.

**Table 1:** Details of the primers used for quantitative real-time RT-PCR analysis

Gene name	GeneBank accession number	Primer	Sequences	Position
*AMH*	NM_173890	Forward	5'-ACACCGGCAAGCTCCTCAT-3'	1647-1665
		Reverse	5'-CACCATGTTTGGGACGTGG-3'	1714-1696
*CCL2*	NM_174006	Forward	5'-CGCTCAGCCAGATGCAATTA-3'	110-129
		Reverse	5'-GCCTCTGCATGGAGATCTTCTT-3'	186-165
*CYP19*	NM_174305	Forward	5'-TCCATGGGATTTTCCAGGC-3'	2050-2068
		Reverse	5'-TGGTGGCTTGTCTTTTCCAAC-3'	2123-2103
*FSHR*	NM_174061	Forward	5'-AATCTACCTGCTGCTCATAGCCTC-3'	1300-1323
		Reverse	5'-TTTGCCAGTCGATGGCATAG-3'	1376-1357
*GADD45A*	NM_001034247	Forward	5'-CCGCATTCATCACAGTGGAA-3'	592-611
		Reverse	5'-CATCACCGTTCAGGGAGATTAATC-3'	704-681
*GPX3*	NM_174077	Forward	5'-GCTTCCCCTGCAACCAATT-3'	357-375
		Reverse	5'-TCGAACATACTTGAGGGTGGCT-3'	433-412
*IGFBP5*	NM_001105327	Forward	5'-ACTGTGACCGCAAAGGGTTCT-3'	682-702
		Reverse	5'-TTCATCCCGTACTTGTCCACG-3'	778-758
*PlGF*	NM_173950	Forward	5'-TGAATGACTCACTCCCTCCATG-3'	877-898
		Reverse	5'-GGTCTGTCTTCTTTCTCTCACGTTC-3'	957-933
*PLAUR*	NM_174423	Forward	5'-CGCGGCCCTATGAATCAAT-3'	730-748
		Reverse	5'-CTGATGGTGTAGCTTGGGTTCC-3'	800-779
*PLA2G1B*	NM_174646	Forward	5'-GGCCTTCATCTGCAACTGTGA-3'	358-378
		Reverse	5'-TGTGCTCCTTGTTGTATGGCA-3'	428-408
*SCD*	NM_173959	Forward	5'-ATTCCCGACGTGGCTTTTTC-3'	659-678
		Reverse	5'-TTCTTTGACAGCTGGGTGTTTG-3'	729-708
*SELP*	NM_174183	Forward	5'-GTCAAGCAGGGCCACTGACTAT-3'	1700-1720
		Reverse	5'-TCACTAAGCCTGTTGTACCAGCTG-3'	203-2182
*SPP1*	NM_174187	Forward	5'-AGCCCTGAGCAAACAGACGAT-3'	304-324
		Reverse	5'-GCGTCGTCGGAGTCATTAGAGT-3'	380-359
*TIMP1*	NM_174471	Forward	5'-CTATGCTGCTGGTTGTGAGGAAT-3'	508-530
		Reverse	5'-TGAGTGTCGCTCTGCAGTTTG-3'	582-562
*TRB2*	NM_178317	Forward	5'-GACCTCAAGCTTCGGAAATTCA-3'	525-546
		Reverse	5'-CGTCATCTCCCCGCAGAATAT-3'	621-601
*TSP2*	NM_176872	Forward	5'-GGAAAACAAGTCATGGCGGA-3'	3845-3864
		Reverse	5'-TTGAGAGAAGACAAACAGACCCAG-3'	3928-3902
*GAPDH*	U85042	Forward	5'-ACCCAGAAGACTGTGGATGG-3'	444-463
		Reverse	5'-CAACAGACACGTTGGGAGTG-3'	621-602

### Experiment 2: localization of characteristic genes identified in experiment 1 in healthy and atretic follicles using in situ hybridization

#### Sample collection and storage

Ovaries containing follicles more than 8 mm in diameter were obtained from Japanese Black cows at local slaughterhouse. We used only follicles which have a transparent follicular wall and fluid and did not show any aspect of cystic follicles. Eleven follicles were collected and 200 μl of FF was aspirated from each follicle by a syringe fitted with a 27G needle. The FF was snap-frozen and stored at -30°C until hormone determinations. The follicles were dissected from the ovaries and fixed in 10% formalin, embedded in paraffin wax, and stored at 4°C until *in situ *hybridization.

#### Steroid hormone determinations

Concentrations of E_2 _and P_4 _in the FF samples were determined directly in duplicate using a time-resolved fluoroimmunoasssay (TR-FIA). The TR-FIA for E_2 _and P_4 _was performed as previously described by our laboratory [23,24]. The FF samples were diluted to 100-, 2000- and 5000-fold for E_2 _determination and 25-fold for P_4 _determination using charcoal-treated plasma (collected from adult Japanese-Black cows). Ranges of the standard curves were 5-200 pg/ml for E_2_ and 0.33-36 ng/ml for P_4_. The intra- and interassay coefficients of variation were 8.2 and 11.4% for E_2_, and 8.5 and 10.5% for P_4_, respectively.

#### In situ hybridization

We classified follicles into two groups based on relative levels of FF concentrations of E_2 _and P_4 _(E_2_/P_4 _≥ 1: healthy; E_2_/P_4 _< 1: atretic). Six representative genes differently expressed between F1 and F2 in experiment 1 were selected for *in situ *hybridyzation: anti-Mullerian hormone (*AMH*), cytochrome P450, family XIX (*CYP19*), growth arrest and DNA-damage-inducible, alpha (*GADD45A*), IGF binding protein 5 (*IGFBP5*), placental growth factor (*PlGF*) and thrombospondin 2 (*TSP2*). In these genes, *CYP19 *and *IGFBP5 *were selected as markers of healthy or atretic follicles since mRNA expression of *CYP19 *and *IGFBP5 *were up-regulated in the bovine DF and SF, respectively [25,26].

Digoxigenin (DIG)-labeled antisense and sense cRNA probes were prepared as previously described [27,28]. For hybridization, follicles were sectioned into 7 μm-thick sections. We performed *in situ *hybridization using an automated Ventana HX System Discovery with a RiboMapKit and a BlueMapKit (Roche Diagnostics, Basel, Switzerland) as previously described by our laboratory [27,28]. Briefly, the sections were hybridized with DIG-labeled probes in RiboHybe (Roche Diagnostics) hybridization solution at 65°C (*PlGF*) or 61°C (*AMH, CYP19, GADD45A, IGFBP5 *and *TSP2*) for 6 hours, then washed for 3 × 6 min in RiboWash (Roche Diagnostics) at 65°C and fixed in RiboFix (Roche Diagnostics) at 37°C, 10 min. The hybridization signals were detected with a rabbit polyclonal anti-digoxin antibody HRP conjugate (Dako Cytomation, Carpinteria, CA, USA) using an AmpMapKit (Roche Diagnostics). The hybridized slides were observed with a Leica DMRE HC microscope (Leica Microsystems, Wetzlar, Germany) and a Nikon Digital Sight DS-Fi1-L2 (Nikon, Tokyo, Japan).

#### Statistical analysis

In experiment 1, the expression ratio of each gene to *GAPDH *mRNA was calculated to adjust for variations in the QPCR reaction. The follicular diameter and the QPCR data in experiment 1 and concentrations of E_2 _and P_4 _and E_2_/P_4 _ratio in FF in experiment 2 were analyzed by Mann-Whitney's U test. Results were presented as the mean ± SEM. Statistical significance was considered to be at *P *< 0.05.

## Results

### Experiment 1: classification of F1 and F2 and identification of genes by microarray analysis and QPCR analysis

Mean diameter of F1 and F2 were 10.7 ± 0.7 and 7.8 ± 0.2 mm, respectively (*P *< 0.05).

#### Hierarchical cluster analysis of microarray data

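RNA of the follicular wall (granulosa cells plus theca interna) from 3 F1 and 2 F2 was labelled with Cy3, and each follicle was hybridized to its own one-color array. The deposited scanner files held 10263 spots that were not controls on each array. Of these, 100 carried one GAPDH sequence and the other 10163 were single-spot probes. For each spot the authors' software had subtracted the background to give a processed signal intensity. A second deposited table held the authors' normalized values, and its numbers equalled the processed signal divided by the median signal of the GAPDH spots on that array. In that table a spot was empty where it was not well above background, was saturated or had an outlying background. The GAPDH median was 983.1, 868.7 and 1411.2 in F1 replicates 1, 2 and 3, and 1255.1 and 999.4 in F2 replicates 1 and 2. Between 5465 and 5729 probes per array were well above background in the F1, and 5488 and 5855 in the F2. Saturated probes numbered 38, 40 and 48 in the F1 and 31 and 30 in the F2. From the scanner files, each signal was divided by the GAPDH median of its array and transformed to log2 values. Because background subtraction left 12494 of 50814 probe values at or below 0, values under 0.001 of the GAPDH median were raised to that level, a floor chosen after the signals had been seen. The 5528 probes well above background on every array of at least 1 group were kept. F1 and F2 were compared with limma, and p-values were adjusted by the Benjamini-Hochberg method over these probes. The paper states that 2 of its 4 cows gave both an F1 and an F2, so at least 1 F2 on the arrays shares a cow with an F1. The paper's text does not name which, and the follicles were treated as independent. The number of follicles limits the precision, since an exact permutation test of 3 against 2 follicles cannot give a p-value below 0.1. Where a probe was not well above background or was saturated, its fold is a lower bound. It was taken from the mean log2 value of the brighter group against that of the dimmer group, with each dim array set at its lowest signal well above background or at the probe's own signal if higher. The limma p-value given beside such a bound tests the difference in the floored log2 values and not the bound. Where spots were saturated, their values do not show the spread between follicles, so the p-value does not measure that spread. Signals given below are relative to the GAPDH median.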

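The highest signal was more than 20 times the lowest in 327 of the 5528 probes. This count depended on how weak signals were treated, since 194 of the 327 probes had at least 1 signal at the floor. When signals were raised to the lowest signal well above background on each array, 96 probes passed 20-fold. Among probes well above background on all 5 arrays, 57 passed, and 63 passed in the authors' deposited values. Within a group, 74 of the 5528 probes differed by more than 20-fold among the 3 F1 and 14 between the 2 F2. With signals raised to the lowest signal well above background, these within-group counts were 3 and 1.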

The expression level of 76 genes was enhanced between at least two follicles by more than 20-fold. Using the microarray data of these 76 genes, we performed a hierarchical cluster analysis and constructed a cluster heat map (Figure 1). As can be seen from the dendrogram of the sample axis, clustering analysis distinctly separated the five follicles into two clusters (A and B) based on their microarray expression profiles. 

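In the log2 values of the 327 probes, the cosine distance between the 2 F2 was 0.0568, and the 3 distances among the F1 were 0.0574, 0.0629 and 0.0734. The 6 distances between an F1 and an F2 ranged from 0.272 to 0.325, so each was larger than every distance within a group. Average linkage cut into 2 clusters placed all 5 follicles with their own group. Over all 5528 probes, distances within a group ranged from 0.0254 to 0.0352 and those between groups from 0.0970 to 0.128. From the dendrogram the paper concludes that the expression profiles separate the follicles into clusters A and B.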

Cluster A included two follicles that were both F2, whereas cluster B contained the remaining three follicles that were all F1. Cluster analysis also identified two major clusters in the gene axis. One cluster contained 31 genes that were relatively highly expressed in cluster A, while the other contained 45 genes that were relatively highly expressed in cluster B. The details of highly expressed genes in clusters A and B are listed in Table 2 and 3, respectively.

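Of the 327 probes over 20-fold, 211 had a higher mean log2 value in the F2 and 116 in the F1. With signals raised to the lowest signal well above background, 45 were higher in the F2 and 51 in the F1. Table 2 has 31 entries, of which 20 were matched to a probe by accession and 11 are not analysed here. The copy of Table 3 used here holds 44 of the paper's 45 entries, of which 36 were matched and 8 are not analysed here. All 18 Table 2 entries that could be tested were higher in the F2, 15 of them with limma adjusted p under 0.05, and 16 when adjusted over the list alone. Among the 35 Table 3 entries that could be tested, 34 were higher in the F1, 29 with limma adjusted p under 0.05, and 31 when adjusted over the list alone. These lists were chosen on the same arrays, so neither the directions nor any of these counts is independent evidence. FOS, listed in Table 3, had overlapping signals of 0.325, 2.83 and 1.09 in the F1 and 0.785 and 6.85 in the F2 (log2 difference F1 minus F2 of -1.21, limma adjusted p = 0.519).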

**Figure 1:**
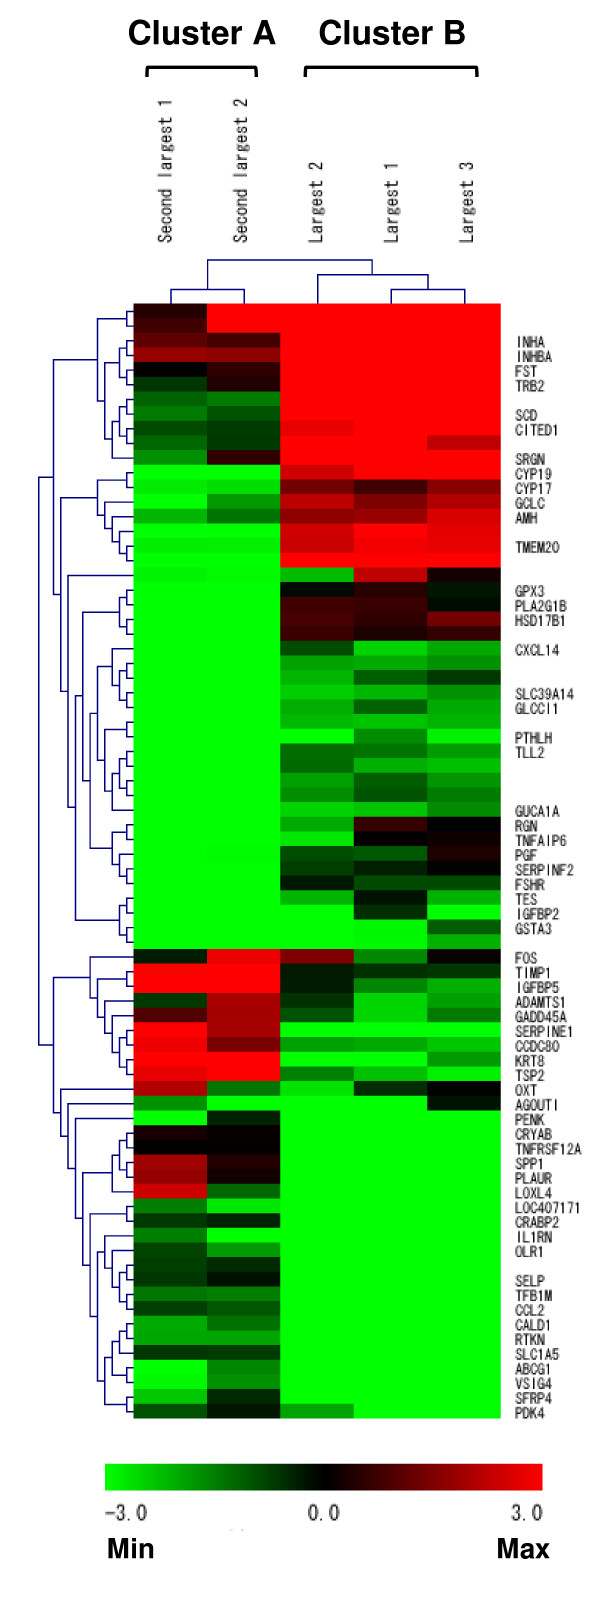
**Hierarchical cluster analysis of 76 differentially expressed genes in largest (F1) and second-largest follicles (F2)**. These genes were enhanced between at least two follicles by more than 20-fold. Red scale indicates relative higher expression level and green scale indicates relative lower expression level. The expression levels were transformed to log_2 _values. Dendrograms of sample axis (above matrix) and gene axis (to the left of matrix) represent overall similarities in gene expression profiles. Five follicles were classified into two major clusters (A and B). The follicles divided into cluster A were all F2 and the follicles divided into cluster B were all F1. The cluster A was characterized by highly expression of 31 genes, whereas the cluster B was predominately expressed 45 genes.

**Table 2:** List of differentially expressed genes in cluster A as compared with cluster B.

**Accession No**.	Gene symbol	Gene name
NM_001101080	ADAMTS1	ADAM metallopeptidase with thrombospondin type 1 motif, 1
NM_206843	AGOUTI	AGOUTI protein
NM_001098982	CCDC80	Coiled-coil domain containing 80
NM_174006	CCL2	Chemokine (C-C motif) ligand 2
NM_001008670	CRABP2	Cellular retinoic acid binding protein 2
NM_174290	CRYAB	Crystallin, alpha B
NM_001034247	GADD45A	Growth arrest and DNA-damage-inducible, alpha
NM_001077112	GSTA3	Glutathione S-transferase, alpha 3
NM_001105327	IGFBP5	Insulin-like growth factor binding protein 5
NM_174357	IL1RN	Interleukin 1 receptor antagonist
NM_001033610	KRT8	Keratin 8
NM_001001138	LOC407171	Fc gamma 2 receptor
NM_174384	LOXL4	Lysyl oxidase-like 4
NM_174132	OLR1	Oxidized low density lipoprotein (lectin-like) receptor 1
NM_176855	OXT	Oxytocin
NM_001101883	PDK4	Pyruvate dehydrogenase kinase, isozyme 4
NM_174141	PENK	Proenkephalin
NM_174423	PLAUR	Plasminogen activator, urokinase receptor
NM_001034681	RTKN	Rhotekin
NM_174183	SELP	Selectin P
NM_174137	SERPINE1	Serpin peptidase inhibitor, clade E (nexin, plasminogen activator inhibitor type 1), member 1
NM_001075764	SFRP4	Secreted frizzled-related protein 4
NM_174601	SLC1A5	Solute carrier family 1 (neutral amino acid transporter), member 5
NM_174187	SPP1	Secreted phosphoprotein 1
NM_003254	TIMP1	TIMP metallopeptidase inhibitor 1
NM_176872	TSP2	Thrombospondin 2
AW430112		Transcription factor B1, mitochondrial
BE721140		Transcribed locus
BP101259		Caldesmon, smooth muscle
XM_587930		Similar to ATP-binding cassette sub-family G member 1 (ABCG1), mRNA.
XM_869699		Similar to tumor necrosis factor receptor superfamily, member 12A

**Table 3:** List of differentially expressed genes in cluster B as compared with cluster A.

**Accession No**.	Gene symbol	Gene name
NM_173890	AMH	Anti-Mullerian hormone
NM_174518	CITED1	Cbp/p300-interacting transactivator, with Glu/Asp-rich carboxy-terminal domain, 1
NM_174304	CYP17	Cytochrome P450, subfamily XVII
NM_174305	CYP19	Cytochrome P450, family XIX, aromatase
NM_001034410	CXCL14	Chemokine (C-X-C motif) ligand 14
NM_182786	FOS	V-fos FBJ murine osteosarcoma viral oncogene homolog
NM_174061	FSHR	Follicle stimulating hormone receptor
NM_175801	FST	Follistatin
NM_001083674	GCLC	Glutamate-cysteine ligase, catalytic subunit
NM_174077	GPX3	Glutathione peroxidase 3
NM_174546	GUCA1A	guanylate cyclase activator 1A (retina)
NM_001102365	HSD17B1	Hydroxysteroid (17-beta) dehydrogenase 1
NM_174555	IGFBP2	Insulin-like growth factor binding protein 2, 36 kDa
NM_174094	INHA	Inhibin, alpha
NM_174363	INHBA	Inhibin, beta A (activin A, activin AB alpha polypeptide)
NM_173950	PlGF	Placental growth factor
NM_174646	PLA2G1B	Phospholipase A2, group IB (pancreas)
NM_174753	PTHLH	Parathyroid hormone-like hormone
NM_173957	RGN	Regucalcin (senescence marker protein-30)
NM_173959	SCD	Stearoyl-CoA desaturase (delta-9-desaturase)
NM_174670	SERPINF2	Serpin peptidase inhibitor, clade F (alpha-2 antiplasmin, pigment epithelium derived factor), member 2
NM_001098036	SLC39A14	Solute carrier family 39 (zinc transporter), member 14
NM_001025326	SRGN	Serglycin
NM_001076470	TMEM20	Transmembrane protein 20
NM_001007813	TNFAIP6	Tumor necrosis factor, alpha-induced protein 6
NM_178317	TRB2	TRB-2 protein
AW315959		13940 MARC 4BOV Bos taurus cDNA 5', mRNA sequence.
AW325368		16365 MARC 4BOV Bos taurus cDNA 5', mRNA sequence.
BE684800		186519 MARC 4BOV Bos taurus cDNA 5', mRNA sequence.
BI536463		393463 MARC 4BOV Bos taurus cDNA 5', mRNA sequence
BI536468		393469 MARC 4BOV Bos taurus cDNA 5', mRNA sequence.
BI537443		397313 MARC 4BOV Bos taurus cDNA 5', mRNA sequence.
BP102158		Transcribed locus
BP103904		BP103904 ORCS bovine liver cDNA Bos taurus cDNA clone ORCS25139 3', mRNA sequence.
BP104736		BP104736 ORCS bovine liver cDNA Bos taurus cDNA clone ORCS26135 3', mRNA sequence.
BP105513		BP105513 ORCS bovine liver cDNA Bos taurus cDNA clone ORCS27141 3', mRNA sequence.
BP107839		BP107839 ORCS bovine utero-placenta cDNA Bos taurus cDNA clone ORCS11248 3', mRNA sequence.
BP108716		Isolate UoG-BovSAGE-UK2 unknown mRNA
BP110155		Testis derived transcript (3 LIM domains)
BP110180		Transcribed locus
BP110819		BP110819 ORCS bovine utero-placenta cDNA Bos taurus cDNA clone ORCS11012 5', mRNA sequence.
BP111150		BP111150 ORCS bovine utero-placenta cDNA Bos taurus cDNA clone ORCS11443 5', mRNA sequence.
XM_614289		Similar to glucocorticoid induced transcript 1 (GLCCI1), mRNA.
XM_864694		Similar to tolloid-like 2, transcript variant 2 (TLL2), mRNA.

#### Quantitative PCR analysis of representative highly expressed genes in F1 and F2

Figure 2 shows the results of QPCR analysis of the eight representative genes that were highly expressed in F2 (cluster A) compared with F1 (cluster B) in microarray analysis. 

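On the arrays, 6 of these 8 genes could be matched to a probe by accession, and GADD45A and IGFBP5 are not analysed here. All 6 were higher in both F2 than in every F1.

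**Figure D1:**
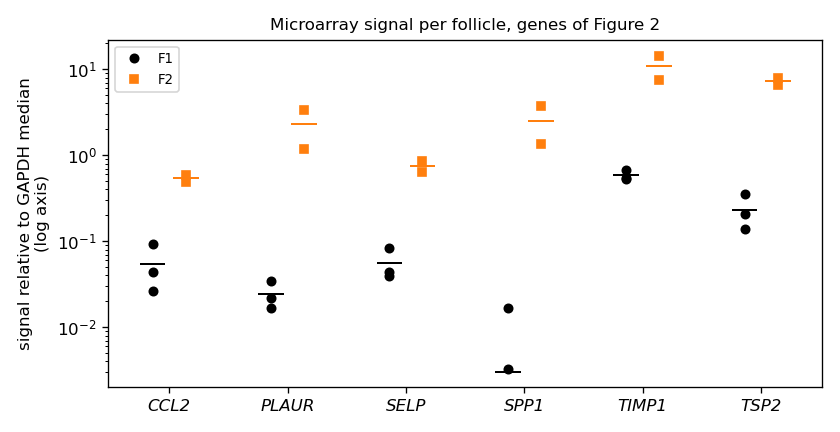
Signal of 6 genes on the arrays relative to the GAPDH median, on a log axis. Circles are the 3 F1, squares are the 2 F2 and short lines are group means; signals at or below 0 are not drawn. TSP2 lies between 6.64 and 7.92 in the F2 and at 0.350 or below in the F1.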

Messenger RNA expression for chemokine ligand 2 (*CCL2*), *GADD45A*, *IGFBP5*, plasminogen activator urokinase receptor (*PLAUR*), secreted phosphoprotein 1 (*SPP1*), selectin P (*SELP*), tissue inhibitor of matrix metalloprotease-1 (*TIMP1*) and *TSP2 *was greater in the F2 than in the F1 (*P *< 0.05). 

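The 8 genes that were higher in the F1 by QPCR each had a probe on the arrays: TRB2, SCD, PlGF, GPX3, AMH, PLA2G1B, FSHR and CYP19. Every one of these 8 was higher in each F1 than in both F2. SCD had a signal of 9.67 ± 0.829 (SD, n = 3) in the F1 and 0.439 ± 0.101 (SD, n = 2) in the F2, a 22.2-fold difference (limma adjusted p = 0.000352).

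**Figure D2:**
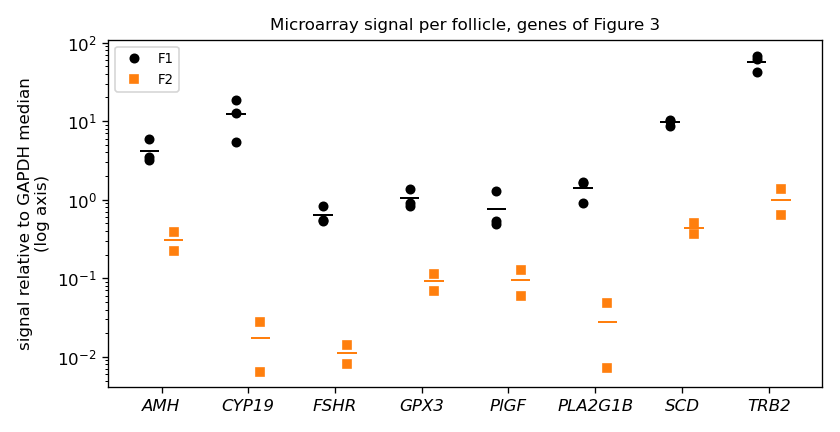
Signal of 8 genes on the arrays relative to the GAPDH median, on a log axis. Circles are the 3 F1, squares are the 2 F2 and short lines are group means. TRB2 is saturated in all 3 F1, at 42.4 to 67.8.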

The results of QPCR analysis of the eight representative genes that were highly expressed in the F1 as compared with the F2 in microarray analysis are shown in Figure 3. The expression of *AMH*, *CYP19*, *FSHR*, glutathione peroxidase 3 (*GPX3*), *PlGF*, phospholipase A2 group 1B (*PLA2G1B*), stearoyl-CoA desaturase (*SCD*) and tribbles homolog 2 (*TRB2*) mRNA was greater in the F1 than in the F2 (*P *< 0.05).

**Figure 2:**
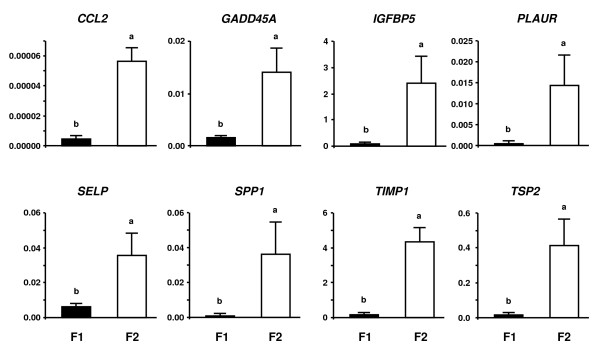
**QPCR analysis of representative eight genes (*CCL2, GADD45A, IGFBP5, PLAUR, SELP, SPP1, TIMP1 *and *TSP2*) in F1 and F2**. These genes were highly expressed in F2 (cluster A) compared with F1 (cluster B) in microarray analysis. The expression of mRNA was normalized to the expression of *GAPDH *measured in the same RNA preparation. The black bar and the white bar indicate the F1 and the F2, respectively. Data are shown as the mean ± SEM. Different letters denote significant differences (*P *< 0.05).

**Figure 3:**
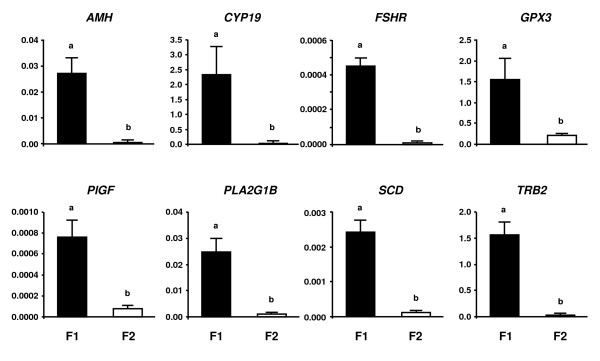
**QPCR analysis of representative eight genes (*AMH, CYP19, FSHR, GPX3, PlGF, PLA2G1B, SCD *and *TRB2*) in F1 and F2**. These genes were highly expressed in F1 (cluster B) compared with F2 (cluster A) in microarray analysis. The expression of mRNA was normalized to the expression of *GAPDH *measured in the same RNA preparation. The black bar and the white bar indicate the F1 and the F2, respectively. Data are shown as the mean ± SEM. Different letters denote significant differences (*P *< 0.05).

### Experiment 2: localization of characteristic genes identified in experiment 1 in healthy and atretic follicles using in situ hybridization

#### Follicular fluid concentrations of E_2 _and P_4 _in follicles

We classified follicles into healthy or atretic based on the relative concentrations of E_2 _and P_4 _in FF (healthy: E_2_/P_4 _ratio ≥1, atretic: E_2_/P_4 _ratio <1). From a total of 11 follicles, eight were categorized into healthy while the other three were atretic. Table 4 shows the characteristics of the follicles used in experiment 2. Healthy follicles had higher E_2 _and lower P_4 _concentrations in FF than atretic follicles. The E_2_/P_4 _ratio in FF was significantly higher in healthy follicles than in atretic follicles.

**Table 4:** Follicular fluid concentrations of estradiol (E_2_) and progesterone (P_4_) in examined follicles used in experiment 2.

Follicle	E_2 _(ng/ml)	P_4 _(ng/ml)	E_2_/P_4 _ratio
Healthy	180.0 ± 44.9	15.9 ± 15.3	4.3 ± 0.8
Atretic	41.4 ± 5.3*	387.7 ± 121.7*	0.1 ± 0.1*

Values are mean ± SEM

* *P *< 0.05 *vs*. healthy follicle

#### In situ hybridization of representative genes identified in experiment 1

Figure 4 shows mRNA localization for *GADD45A*, *IGFBP5 *and *TSP2 *in healthy and atretic follicles by *in situ *hybridization. These genes were highly expressed in F2 than in F1 in microarray and QPCR analysis of experiment 1. *IGFBP5 *mRNA was localized in the GC and theca layer (TL) of atretic follicles but not in healthy follicles (Figure 4E, F, G and 4H). *GADD45A *(Figure 4A, B, C and 4D) and *TSP2 *(Figure 4I, J, K and 4L) mRNA were found in both GC and TL of atretic follicles but they were expressed in only GC of healthy follicles. No significant signals were detected with any sense probes (Figure 4B, D, F, H, J and 4L).

**Figure 4:**
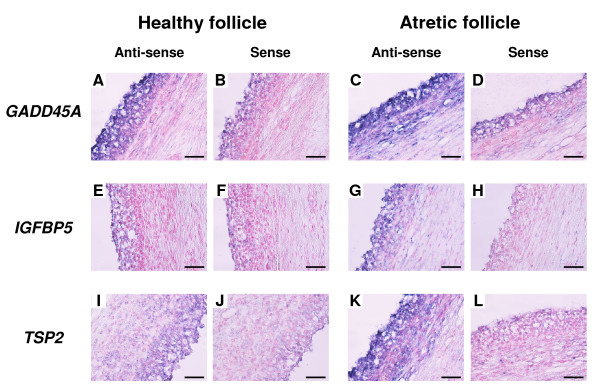
**Localization of *GADD45A, IGFBP5 *and *TSP2 *mRNA in healthy and atretic follicles**. These genes were expressed more in F2 than in F1 in QPCR analysis. (A, C, E, G, I and K) DIG-labeled anti-sense cRNA probes were used. (B, D, F, H, J and L) DIG-labeled sense cRNA probes were used. Seven-micrometer sections of bovine follicles were hybridized with each probe. *GADD45A *(A, B, C and D) and *TSP2 *(I, J, K and L) mRNA were found in both granulosa cells (GC) and theca layer (TL) of atretic follicle, whereas it was localized in only GC of healthy follicle. *IGFBP5 *mRNA (E, F, G and H) was localized in GC and TL of atretic follicle but not found in healthy follicle. Scale bar = 20 μm.

Localization of *AMH*, *CYP19 *and *PlGF *mRNA in healthy and atretic follicles are shown in Figure 5. These genes were expressed more in the F1 than in the F2 in experiment 1. *AMH *(Figure. 5A, B, C and 5D) and *CYP19 *(Figure. 5E, F, G and 5H) mRNA was localized in GC of healthy as well as atretic follicles. *PlGF *mRNA was found in GC and TL of only healthy follicles but not atretic follicles (Figure. 5I, J, K and 5L). No significant signals were detected with any sense probes (Figure. 5B, D, F, H, J and 5L).

**Figure 5:**
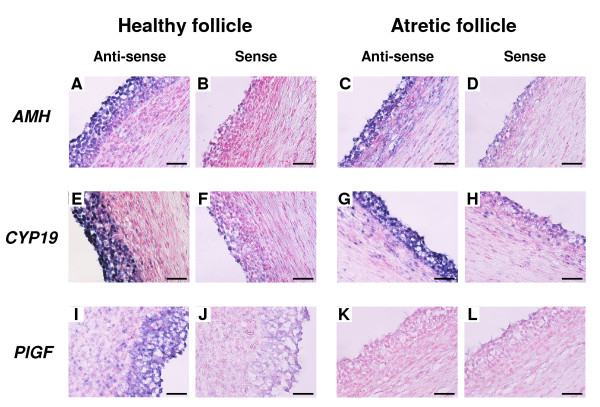
**Localization of *AMH, CYP19 *and *PlGF *mRNA in healthy and atretic follicles**. These genes were expressed more in F1 than in F2 in QPCR analysis. (A, C, E, G, I and K) DIG-labeled anti-sense cRNA probes were used. (B, D, F, H, J and L) DIG-labeled sense cRNA probes were used. Seven-micrometer sections of bovine follicles were hybridized with each probe. *AMH *(A, B, C and D) and *CYP19 *(E, F, G and H) mRNA was localized in granulosa cells (GC) of healthy as well as atretic follicles. *PlGF *mRNA (I, J, K and L) was found in GC and theca layer of healthy follicle but not atretic follicle. Scale bar = 20 μm.

## Discussion

In this study, as expected, hierarchical cluster analysis of the microarray data classified F1 and F2 according to differences in gene expression profiles. 

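Over the 5528 probes, 634 had limma adjusted p under 0.05, of which 353 were higher in the F1 and 281 in the F2. More were higher in the F2 with the 75th percentile (442 against 421) and without F2 replicate 1 (106 against 54), so the order of the directions depended on the setting. The alternative that moved this count most was leaving out F2 replicate 1, which gave 160 probes. Leaving out F2 replicate 2 gave 200, and F1 replicate 1 gave 344. With a single F2 left, its variation is taken to be like that of the F1.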

In each follicular group, characteristic genes determining their developmental status were expressed. The F1 showed greater expression of genes responsible for enhancement of follicular E_2_ production than the F2. These genes were gonadotropin receptor (*FSHR*), steroidogenic enzymes (*CYP17, CYP19 *and *HSD17B1*) and inhibin-activin-follistatin system (*INHA*, *INHBA *and *FST*). It is well demonstrated that mRNA expression for *FSHR*, *CYP17*, *CYP19*, *INHA *and *INHBA *increases with the progress of bovine follicular development and is greater in DF than SF [8,12,29]. On the other hand, the F2 had greater expression of *IGFBP5 *mRNA than the F1. 

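CYP19 had a signal of 12.2 ± 6.52 (SD, n = 3) in the F1 and was well above background in only 1 of the 2 F2, so it was at least 541-fold higher in the F1 (limma adjusted p = 0.000801). FSHR was not well above background in either F2 and was at least 40.3-fold higher in the F1, where its signal was 0.638 ± 0.163 (SD, n = 3; limma adjusted p = 0.000331). CYP17 was 15.4-fold higher in the F1, with 2.45 ± 0.721 (SD, n = 3) against 0.154 ± 0.0121 (SD, n = 2; limma adjusted p = 0.00132). Without F2 replicate 1 the limma adjusted p of CYP17 was 0.0651, and without each of the other follicles it was between 0.00256 and 0.0357. INHA and INHBA were saturated in all 3 F1 and FST in 2 of them. They were at least 29.6-fold, 18.3-fold and 59.2-fold higher in the F1. HSD17B1 is not analysed here.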

*IGFBP5 *mRNA expression dramatically increased in bovine atretic follicles compared with the DF [26]. Intrafollicular levels of IGFBP proteolytic activity and *IGFBPs *gene expression are important for bioavailability of free IGF within the follicle and play a crucial role for determining follicular dominance and fate [7,30]. Therefore, we evaluated the F1 were selected DF and the F2 were unselected SF.

Our evaluation of follicular status was confirmed to investigate *CYP19 *and *IGFBP5 *mRNA localization in healthy and atretic follicles in experiment 2 using *in situ *hybridization. *CYP19 *mRNA was abundantly expressed in healthy follicles but it was also expressed in atretic follicles while *IGFBP5 *mRNA was detected only in atretic follicles. Both *CYP19 *and *IGFBP5 *mRNA is hormonally regulated in bovine follicular cells [31-34], in addition, in situ hybridization is not quantitative and not be as sensitive as QPCR. Thus, small amounts of *CYP19 *and *IGFBP5 *mRNA may be detected or regulated in atretic and healthy follicles, respectively. Since we did not perform sample collection at a specific phase of follicular wave in experiment 1, detailed growth profiles of the follicles we used were unclear. However, our results demonstrate that randomly collected follicles can be divided into several groups by similarities of gene expression profiles among the follicles and suggest that gene expression profiles of examined follicles are closely associated with their development status.

Confirmation of microarray data by QPCR analysis successfully identified a set of genes differentially expressed between the F1 and F2. In addition, possible involvement of these genes in follicular development and/or atresia was further demonstrated to investigate mRNA localization in healthy and atretic follicles. The F1 showed greater expression of genes involved in follicular growth and survivability (*AMH*, *PLA2G1B*, *SCD2 *and *TRB2*) than the F2. 

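The AMH signal was 4.21 ± 1.48 (SD, n = 3) in the F1 and 0.307 ± 0.115 (SD, n = 2) in the F2, a 13.7-fold difference (limma adjusted p = 0.00329). PLA2G1B was well above background in 1 of the 2 F2 and was at least 50.9-fold higher in the F1 (limma adjusted p = 0.00593). This bound was 27.7-fold without F2 replicate 1 (limma adjusted p = 0.0481) and 93.6-fold without F2 replicate 2 (limma adjusted p = 0.00986). TRB2 was at least 60.1-fold higher in the F1, where its spots were saturated in all 3 follicles. Its limma adjusted p of 0.000518 therefore does not measure the spread of TRB2 among the F1. Without F2 replicate 1, the limma adjusted p of AMH was 0.0894, and without each of the other follicles it was between 0.00455 and 0.0357.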

High expression of these genes may be closely associated with the establishment and maintenance of follicular dominance. Although the functional role of AMH in antral follicle development is poorly understood, recent studies showed that both intrafollicular AMH concentration and *AMH *mRNA expression were highest in small antral follicles and then decreased with follicular growth, suggesting the involvement of AMH in bovine follicular recruitment and/or selection [16,35,36]. A recent study showed a significant decrease of *AMH *mRNA expression in late atretic follicles compared with healthy follicles [36], which is consistent with our present result. Furthermore, in agreement with previous studies [16,37], our *in situ *hybridization study showed that *AMH *mRNA was localized in only GC. High expression and clear localization of *AMH *mRNA in the GC of healthy large follicles implies that this growth factor has a plausible effect on the development of DF after follicular selection as well as recruitment.

PLA2 enzymes including PLA2G1B hydrolyze fatty acids from the sn-2 position of phospholipids with concomitant formation of lysophospholipids, which serve as precursor for lipid mediators such as lysophosphatidic acid (LPA) [38,39]. Released LPA has diverse biological activities including cell proliferation and differentiation, suppression of apoptosis and cytoskeleton modulation in reproductive tissues [39]. Because Diouf *et al*. reported that *PLA2G1B *mRNA expression in the GC of bovine preovulatory follicle decreased after hCG injection [40], PLA2G1B may mainly contribute to generation of LPA during DF growth before the LH surge.

SCD is a rate-limiting enzyme that catalyzes the synthesis of monounsaturated fatty acids, mainly palmitic and oleic acid [41]. Consistent with our result, *SCD *mRNA expression in bovine follicles was found to be highest in GC of DF than in cohort follicles before selection or SF [11,17]. Expression of *SCD2 *is hormonally regulated during follicular development because both SCD2 mRNA and protein expression in rat large follicles were stimulated by gonadotropin and IGF-I treatment [42]. Increase of monounsaturated acids synthesize by SCD2 activation during DF growth may be required to maintain membrane fluidity [43] and a major lipid reserve of oocytes [44].

Members of the TRB family including TRB2 interact and modulate the activity of mitogen-activated protein kinase (MAPK) which regulates cell proliferation, differentiation, apoptosis and survival [45]. These MAPK cascade protein levels were greater in DF than in SF [46]. In addition, it has been reported that *TRB2 *mRNA was constantly expressed between bovine small follicles and DF [11]. These studies and our present result suggest the potential role of TRB2 in the regulation of MAPK cascades in the growing DF.

The F2 are characterized by high expression of the genes involved in immune reaction (*CCL2*, *SELP *and *SPP1*). 

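CCL2 was 11.2-fold higher in the F2, with 0.54 ± 0.0738 (SD, n = 2) against 0.0545 ± 0.0343 (SD, n = 3) in the F1 (limma adjusted p = 0.0115). SELP was 14.2-fold higher, with 0.75 ± 0.161 (SD, n = 2) against 0.0556 ± 0.0245 (SD, n = 3; limma adjusted p = 0.00329). SPP1 had signals of 3.70 and 1.34 in the F2 and was not well above background in any F1, so it was at least 133-fold higher in the F2 (limma adjusted p = 0.00514). Its bound was 80.0-fold without F2 replicate 1 and 222-fold without F2 replicate 2. Without F2 replicate 1 the limma adjusted p was 0.201 for CCL2, 0.0888 for SELP and 0.168 for SPP1, and without F2 replicate 2 it was 0.106, 0.0636 and 0.076. With an F1 left out, all 3 genes had limma adjusted p between 0.00156 and 0.0393.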

In bovine follicles, expression of *CCL2 *and *SPP1 *mRNAs and SELP protein was up-regulated in association with follicular development and ovulation [16,18,47]. Our results raise the possibility that these immune-related genes may be involved in bovine follicular atresia as well as follicular development and ovulation. Both CCL2 and SELP mediate induction of leukocyte emigration into extravascular inflammatory sites [48]. Although SPP1, also known as osteopontin, has diverse physiological functions, one of its potent actions is recruitment and retention of macrophages and T cells to inflamed sites [49]. Since number of leukocytes, lymphocytes and activated macrophages are increased in atretic follicles [50], CCL2, SELP and SPP1 participate in the regulation of inflammatory processes during follicular atresia to attract white blood cells.

The F2 are also characterized by high expression of genes regulating tissue remodeling (*TIMP1 *and *PLAUR*). Both plasminogen activator (PA)-plasmin and matrix metalloproteinase (MMP) systems play a crucial role in the degradation and remodeling of extracellular matrix associated with follicular development, ovulation and atresia [51]. 

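The TIMP1 probe with the accession used for QPCR was 17.9-fold higher in the F2, with 10.9 ± 4.82 (SD, n = 2) against 0.584 ± 0.0796 (SD, n = 3) in the F1 (limma adjusted p = 0.00126). The TIMP1 probe listed in Table 2 has another accession and was 20.5-fold higher in the F2 (limma adjusted p = 0.00112). PLAUR was well above background in 2 of the 3 F1 and was at least 83.8-fold higher in the F2, where its signals were 3.38 and 1.18 (limma adjusted p = 0.00112). Its bound was 49.6-fold without F2 replicate 1 and 142-fold without F2 replicate 2.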

Urokinase PA (uPA) receptor is a specific cell surface receptor for uPA and its principal role is to localize pericellular plasmin activity to induce extracellular matrix degradation [52]. A previous study showed that there was no difference in mRNA expression levels of uPA between non-atretic and atretic bovine follicles, whereas atretic follicles had lower FF protein level and mRNA expression of a PA inhibitor and higher FF plasmin activity than non-atretic follicles [53]. Therefore, the follicular PA-plasmin system may be primarily regulated by changes in their receptors and inhibitors' expressions. TIMP-1 is an intrinsic inhibitor of MMPs and preferentially binds to MMP-9 [54]. A previous study demonstrated that MMP-9 proenzyme (proMMP-9) protein in FF was detected only in atretic follicles but not in healthy follicles in cattle [55]. Atretic follicles may balance MMPs and TIMP-1 in response to an increase in proMMP-9 to control extracellular matrix degradation by MMP-9.

In the present study, we identified differential expression of two anti-apoptosis factors (*GADD45A *and *GPX3*) between the groups. Expression of *GADD45A *mRNA was greater in the F2 than in the F1. GADD45A controls cell cycle arrest, apoptosis induction and DNA damage repair in response to DNA damaging agents and growth arrest signals of genotoxic stress [56]. Our result implies that the atretic follicles suffered more severe DNA damage than healthy follicles. Indeed, we found in experiment 2 that the atretic follicles expressed *GADD45A *mRNA in both GC and TL whereas the healthy follicles expressed it only in GC. This result supports our microarray result and suggests an increase in the requirement of GADD45A activity for progression of apoptotic cell death in GC and TC during follicular atresia. On the other hand, *GPX3 *mRNA was found to be more greatly expressed in the F1 than in the F2. 

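On the arrays, the GPX3 signal was 1.39, 0.916 and 0.833 in the 3 F1 and 0.068 and 0.115 in the 2 F2, an 11.5-fold difference (limma adjusted p = 0.00329). Without F2 replicate 1 the log2 difference was 3.15 (limma adjusted p = 0.079), and without each of the other follicles the limma adjusted p was between 0.00624 and 0.0318.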

Glutathione peroxidase protects cells against oxidative damage to catalyze the reduction of free hydrogen peroxide and other hydroperoxides [57]. High oxidative stress can trigger apoptosis of follicular cells and induce atresia [58]. In cultured swine GC, *GPX3 *mRNA expression was upregulated by FSH treatment [59]. Thus GPX3 could prevent cell apoptosis from oxidative stress during growth of the healthy follicles. It is likely that follicular oxidative stress-response enzymes are expressed in a stage-dependent manner since mRNA expression of other anti-oxidative stress enzymes in bovine GC was increased in atretic DF than in healthy DF [60].

Providing a sufficient blood supply is essential for follicular growth [61,62]. A morphological study has demonstrated that bovine healthy DF has a high density and well developed capillaries in TL whereas atretic follicles has sparse and poorly developed capillaries [63]. In the present study, two genes regulating angiogenesis, *PlGF *and *TSP2*, were differentially expressed between the groups. 

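On the arrays, PlGF was 7.89-fold higher in the F1, with a signal of 0.769 ± 0.45 (SD, n = 3) against 0.0944 ± 0.0484 (SD, n = 2) in the F2 (limma adjusted p = 0.0208). Its call rested on both F2, since the limma adjusted p was 0.253 without F2 replicate 1 and 0.095 without F2 replicate 2, against 0.0253 to 0.0394 with an F1 left out. The log2 difference ranged from 2.43 to 3.53 over these 5 fits.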

*PlGF *was expressed most in F1 than in F2 and localized in both GC and TL of healthy follicles but not detected in atretic follicles. PlGF is a member of the vascular endothelial growth factor family and stimulates the proliferation of endothelial cells and supports angiogenesis [64,65]. Therefore, PlGF may contribute to follicular thecal angiogenesis via paracrine/autocrine action in healthy follicles as well as other angiogenic factors. In contrast to PlGF, TSP-2, a member of the TSP family, acts as a potent inhibitor of angiogenesis and induces endothelial cell apoptosis [66]. In experiment 1, *TSP2 *mRNA expression was greater in the F2 than in the F1. 

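The TSP2 signal was 7.28 ± 0.906 (SD, n = 2) in the F2 and 0.232 ± 0.107 (SD, n = 3) in the F1, a log2 difference F1 minus F2 of -5.07 (standard error 0.43, limma adjusted p = 0.00116). With each follicle left out in turn the log2 difference stayed between -5.42 and -4.75. The limma adjusted p was 0.0675 without F2 replicate 1 and between 0.000721 and 0.0426 without each of the others.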

*TSP2 *mRNA level in the bovine follicles decreased in accordance with an increase in follicular diameter [67]. The same authors also showed that TSP protein was localized in both GC and TC of small follicles but in only in the GC of large follicles [67]. We demonstrated in experiment 2 that *TSP2 *mRNA was localized in both GC and TL of atretic follicles while it was expressed in only GC of healthy follicles. Recent studies have demonstrated that mRNA and protein expression of TSP-1, another antiangiogenic TSP, is upregulated in primate GC during progression of follicular atresia [68] and *TSP1 *mRNA abundance is decreased by IGF-I treatment in cultured porcine GC [69]. Thus, we speculate that *TSP2 *mRNA expression is maintained at high levels in follicular cells of atretic follicles whereas it decreases in healthy follicles. Highly expressed *TSP2 *mRNA in the follicles could negatively influence their angiogenesis. It may cause an insufficient supply of substrates essential for follicular growth, thereby affecting follicular hormone production and cell proliferation, and, as a result, inducing atresia.

## Conclusion

Microarray and QPCR analysis enabled us to classify uncharacterized bovine follicles and to evaluate their representative follicular status according to differences in global gene expression profiles. Our present study demonstrates that the expression of stage-specific genes in F1 and F2 may be closely associated with follicular growth and atresia. Several genes identified in this study will provide information on the genomic actions of intriguing candidates for the determinant of bovine follicular development.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

KGH participated in the design of the study, collected the materials, carried out all experiments and drafted the manuscript. KU collected the materials, carried out the microarray experiments and analysis, and helped to carry out QPCR and *in situ *hybridization. MH was responsible for all animal care, collected the materials and carried out the microarray experiments. TT supervised the study, collected the materials and helped to draft the manuscript. All authors read and approved the final manuscript.

## References

[B1] SiroisJFortuneJEOvarian follicular dynamics during the estrous cycle in heifers monitored by real-time ultrasonographyBiol Reprod19883930831710.1095/biolreprod39.2.3083052602

[B2] GintherOJKnopfLKastelicJPTemporal associations among ovarian events in cattle during oestrous cycles with two and three follicular wavesJ Reprod Fertil198987223230262169810.1530/jrf.0.0870223

[B3] SunderlandSJCroweMABolandMPRocheJFIrelandJJSelection, dominance and atresia of follicles during the oestrous cycle of heifersJ Reprod Fertil1994101547555796600710.1530/jrf.0.1010547

[B4] GintherOJKotKKulickLJWiltbankMCEmergence and deviation of follicles during the development of follicular waves in cattleTheriogenology199748758710.1016/S0093-691X(97)00192-116728109

[B5] GintherOJWiltbankMCFrickePMGibbonsJRKotKSelection of the dominant follicle in cattleBiol Reprod1996551187119410.1095/biolreprod55.6.11878949873

[B6] MihmMCroweMAKnightPGAustinEJFollicle wave growth in cattleReprod Domest Anim20023719120010.1046/j.1439-0531.2002.00371.x12173983

[B7] FortuneJERiveraGMYangMYFollicular development: the role of the follicular microenvironment in selection of the dominant follicleAnim Reprod Sci200482-8310912610.1016/j.anireprosci.2004.04.03115271447

[B8] SiscoBHagemannLJShellingANPfefferPLIsolation of genes differentially expressed in dominant and subordinate bovine folliclesEndocrinology20031443904391310.1210/en.2003-048512933664

[B9] EvansACIrelandJLWinnMELonerganPSmithGWCoussensPMIrelandJJIdentification of genes involved in apoptosis and dominant follicle development during follicular waves in cattleBiol Reprod2004701475148410.1095/biolreprod.103.02511414736815

[B10] FayadTLevesqueVSiroisJSilversidesDWLussierJGGene expression profiling of differentially expressed genes in granulosa cells of bovine dominant follicles using suppression subtractive hybridizationBiol Reprod20047052353310.1095/biolreprod.103.02170914568916

[B11] NdiayeKFayadTSilversidesDWSiroisJLussierJGIdentification of downregulated messenger RNAs in bovine granulosa cells of dominant follicles following stimulation with human chorionic gonadotropinBiol Reprod20057332433310.1095/biolreprod.104.03802615829623

[B12] MihmMBakerPJIrelandJLSmithGWCoussensPMEvansACIrelandJJMolecular evidence that growth of dominant follicles involves a reduction in follicle-stimulating hormone dependence and an increase in luteinizing hormone dependence in cattleBiol Reprod2006741051105910.1095/biolreprod.105.04579916481595

[B13] ZielakAEFordeNParkSDDoohanFCoussensPMSmithGWIrelandJJLonerganPEvansACIdentification of novel genes associated with dominant follicle development in cattleReprod Fertil Dev20071996797510.1071/RD0710218076829

[B14] ZielakAECantyMJFordeNCoussensPMSmithGWLonerganPIrelandJJEvansACDifferential expression of genes for transcription factors in theca and granulosa cells following selection of a dominant follicle in cattleMol Reprod Dev20087590491410.1002/mrd.2081917948250

[B15] BakerPJFlemingLMMossaFLonerganPEvansACMihmMDecreased mRNA expression of dominance maker genes in preovulatory compared to newly selected dominant follicles in cattle [abstract]Biol Reprod2008531

[B16] SkinnerMKSchmidtMSavenkovaMISadler-RigglemanINilssonEERegulation of granulosa and theca cell transcriptomes during ovarian antral follicle developmentMol Reprod Dev2008751457147210.1002/mrd.2088318288646PMC5749411

[B17] MihmMBakerPJFlemingLMMonteiroAMO'ShaughnessyPJDifferentiation of the bovine dominant follicle from the cohort upregulates mRNA expression for new tissue development genesReproduction200813525326510.1530/REP-06-019318239053

[B18] LiuZYoungquistRSGarverickHAAntoniouEMolecular mechanisms regulating bovine ovarian follicular selectionMol Reprod Dev20097635136610.1002/mrd.2096718932212

[B19] TM4http://www.tm4.org/mev.html

[B20] MIAMEhttp://www.mged.org/Workgroups/MIAME/miame.html

[B21] GEOhttp://www.ncbi.nlm.nih.gov/projects/geo/

[B22] UshizawaKTakahashiTHosoeMIshiwataHKaneyamaKKizakiKHashizumeKGlobal gene expression analysis and regulation of the principal genes expressed in bovine placenta in relation to the transcription factor AP-2 familyReprod Biol Endocrinol200751710.1186/1477-7827-5-1717462098PMC1867817

[B23] TakahashiTHamanakaSIkedaSKobayashiJHashizumeKA direct time-resolved fluorescent immunoassay (TR-FIA) for measuring plasma progesterone concentration in sika doe (*Cervus nippon centralis*)J Reprod Dev20014711912310.1262/jrd.47.119

[B24] TakahashiTHamanakaSImaiKHashizumeKA direct time-resolved fluoroimmunoassay (TR-FIA) for measuring plasma estradiol-17beta concentrations in cattleJ Vet Med Sci20046622522910.1292/jvms.66.22515107548

[B25] BaoBGarverickHASmithGWSmithMFSalfenBEYoungquistRSChanges in messenger ribonucleic acid encoding luteinizing hormone receptor, cytochrome P450-side chain cleavage, and aromatase are associated with recruitment and selection of bovine ovarian folliclesBiol Reprod1997561158116810.1095/biolreprod56.5.11589160714

[B26] SantiagoCAVogeJLAadPYAllenDTSteinDRMalayerJRSpicerLJPregnancy-associated plasma protein-A and insulin-like growth factor binding protein mRNAs in granulosa cells of dominant and subordinate follicles of preovulatory cattleDomest Anim Endocrinol200528466310.1016/j.domaniend.2004.06.00215620806

[B27] UshizawaKKaneyamaKTakahashiTTokunagaTTsunodaYHashizumeKCloning and expression of a new member of prolactin-related protein in bovine placenta: bovine prolactin-related protein-VIIBiochem Biophys Res Commun200532643544110.1016/j.bbrc.2004.11.04515582596

[B28] UshizawaKTakahashiTKaneyamaKHosoeMHashizumeKCloning of the bovine antiapoptotic regulator, BCL2-related protein A1, and its expression in trophoblastic binucleate cells of bovine placentaBiol Reprod20067434435110.1095/biolreprod.105.04265516221993

[B29] BaoBGarverickHAExpression of steroidogenic enzyme and gonadotropin receptor genes in bovine follicles during ovarian follicular waves: a reviewJ Anim Sci19987619031921969064710.2527/1998.7671903x

[B30] CantyMJBolandMPEvansACCroweMAAlterations in follicular IGFBP mRNA expression and follicular fluid IGFBP concentrations during the first follicle wave in beef heifersAnim Reprod Sci20069319921710.1016/j.anireprosci.2005.06.03316159699

[B31] SilvaJMPriceCAEffect of follicle-stimulating hormone on steroid secretion and messenger ribonucleic acids encoding cytochromes P450 aromatase and cholesterol side-chain cleavage in bovine granulosa cells in vitroBiol Reprod20006218619110.1095/biolreprod62.1.18610611084

[B32] SilvaJMPriceCAInsulin and IGF-I are necessary for FSH-induced cytochrome P450 aromatase but not cytochrome P450 side-chain cleavage gene expression in oestrogenic bovine granulosa cells in vitroJ Endocrinol200217449950710.1677/joe.0.174049912208671

[B33] VogeJLAadPYSantiagoCAGoadDWMalayerJRAllenDSpicerLJEffect of insulin-like growth factors (IGF), FSH, and leptin on IGF-binding-protein mRNA expression in bovine granulosa and theca cells: quantitative detection by real-time PCRPeptides2004252195220310.1016/j.peptides.2004.07.00815572210

[B34] VogeJLSantiagoCAAadPYGoadDWMalayerJRSpicerLJQuantification of insulin-like growth factor binding protein mRNA using real-time PCR in bovine granulosa and theca cells: effect of estradiol, insulin, and gonadotropinsDomest Anim Endocrinol20042624125810.1016/j.domaniend.2003.11.00215036378

[B35] MonniauxDClementeNTouzeJLBelvilleCRicoCBontouxMPicardJYFabreSIntrafollicular steroids and anti-mullerian hormone during normal and cystic ovarian follicular development in the cowBiol Reprod20087938739610.1095/biolreprod.107.06584718448844

[B36] RicoCFabreSMedigueCClementeNClementFBontouxMTouzeJLDupontMBriantERemyBBeckersJFMonniauxDAnti-mullerian hormone is an endocrine marker of ovarian gonadotropin-responsive follicles and can help to predict superovulatory responses in the cowBiol Reprod200980505910.1095/biolreprod.108.07215718784351

[B37] TakahashiMHayashiMManganaroTFDonahoePKThe ontogeny of mullerian inhibiting substance in granulosa cells of the bovine ovarian follicleBiol Reprod19863544745310.1095/biolreprod35.2.4473533170

[B38] EderAMSasagawaTMaoMAokiJMillsGBConstitutive and lysophosphatidic acid (LPA)-induced LPA production: role of phospholipase D and phospholipase A2Clin Cancer Res200062482249110873103

[B39] BudnikLTMukhopadhyayAKLysophosphatidic acid and its role in reproductionBiol Reprod20026685986510.1095/biolreprod66.4.85911906902

[B40] DioufMNSayasithKLefebvreRSilversidesDWSiroisJLussierJGExpression of phospholipase A2 group IVA (PLA2G4A) is upregulated by human chorionic gonadotropin in bovine granulosa cells of ovulatory folliclesBiol Reprod2006741096110310.1095/biolreprod.105.04857916510840

[B41] NakamuraMTNaraTYStructure, function, and dietary regulation of delta6, delta5, and delta9 desaturasesAnnu Rev Nutr20042434537610.1146/annurev.nutr.24.121803.06321115189125

[B42] MoreauCFromentPToscaLMoreauVDupontJExpression and regulation of the SCD2 desaturase in the rat ovaryBiol Reprod200674758710.1095/biolreprod.105.04454516207839

[B43] AbelSSmutsCMde VilliersCGelderblomWCChanges in essential fatty acid patterns associated with normal liver regeneration and the progression of hepatocyte nodules in rat hepatocarcinogenesisCarcinogenesis20012279580410.1093/carcin/22.5.79511323400

[B44] McEvoyTGCoullGDBroadbentPJHutchinsonJSSpeakeBKFatty acid composition of lipids in immature cattle, pig and sheep oocytes with intact zona pellucidaJ Reprod Fertil200011816317010.1530/reprod/118.1.16310793638

[B45] Kiss-TothEBagstaffSMSungHYJozsaVDempseyCCauntJCOxleyKMWyllieDHPolgarTHarteMO'neillLAQwarnstromEEDowerSKHuman tribbles, a protein family controlling mitogen-activated protein kinase cascadesJ Biol Chem2004279427034270810.1074/jbc.M40773220015299019

[B46] RyanKECaseySMCantyMJCroweMAMartinFEvansACAkt and Erk signal transduction pathways are early markers of differentiation in dominant and subordinate ovarian follicles in cattleReproduction200713361762610.1530/REP-06-013017379656

[B47] RohmFSpanel-BorowskiKEichlerWAustGCorrelation between expression of selectins and migration of eosinophils into the bovine ovary during the periovulatory periodCell Tissue Res200230931332210.1007/s00441-002-0602-312172791

[B48] VestweberDBlanksJEMechanisms that regulate the function of the selectins and their ligandsPhysiol Rev199979181213992237110.1152/physrev.1999.79.1.181

[B49] MazzaliMKipariTOphascharoensukVWessonJAJohnsonRHughesJOsteopontin--a molecule for all seasonsQjm20029531310.1093/qjmed/95.1.311834767

[B50] SuzukiTSasanoHTakayaRFukayaTYajimaADateFNaguraHLeukocytes in normal-cycling human ovaries: immunohistochemical distribution and characterizationHum Reprod1998132186219110.1093/humrep/13.8.21869756294

[B51] NyTWahlbergPBrandstromIJMatrix remodeling in the ovary: regulation and functional role of the plasminogen activator and matrix metalloproteinase systemsMol Cell Endocrinol2002187293810.1016/S0303-7207(01)00711-011988309

[B52] BlasiFCarmelietPuPAR: a versatile signalling orchestratorNat Rev Mol Cell Biol2002393294310.1038/nrm97712461559

[B53] CaoMBuratiniJJrLussierJGCarrierePDPriceCAExpression of protease nexin-1 and plasminogen activators during follicular growth and the periovulatory period in cattleReproduction200613112513710.1530/rep.1.0084916388016

[B54] GoldbergGIStronginACollierIEGenrichLTMarmerBLInteraction of 92-kDa type IV collagenase with the tissue inhibitor of metalloproteinases prevents dimerization, complex formation with interstitial collagenase, and activation of the proenzyme with stromelysinJ Biol Chem1992267458345911311314

[B55] KhandokerMAImaiKTakahashiTHashizumeKRole of gelatinase on follicular atresia in the bovine ovaryBiol Reprod20016572673210.1095/biolreprod65.3.72611514334

[B56] ZhanQGadd45a a p53- and BRCA1-regulated stress protein, in cellular response to DNA damageMutat Res20055691331431560375810.1016/j.mrfmmm.2004.06.055

[B57] YuBPCellular defenses against damage from reactive oxygen speciesPhysiol Rev199474139162829593210.1152/physrev.1994.74.1.139

[B58] TillyJLTillyKIInhibitors of oxidative stress mimic the ability of follicle-stimulating hormone to suppress apoptosis in cultured rat ovarian folliclesEndocrinology199513624225210.1210/en.136.1.2427828537

[B59] BonnetAFrappartPODehaisPTosser-KloppGHateyFIdentification of differential gene expression in in vitro FSH treated pig granulosa cells using suppression subtractive hybridizationReprod Biol Endocrinol200643510.1186/1477-7827-4-3516827936PMC1533831

[B60] ValdezKECuneoSPTurzilloAMRegulation of apoptosis in the atresia of dominant bovine follicles of the first follicular wave following ovulationReproduction2005130718110.1530/rep.1.0043015985633

[B61] ZeleznikAJSchulerHMReichertLEJrGonadotropin-binding sites in the rhesus monkey ovary: role of the vasculature in the selective distribution of human chorionic gonadotropin to the preovulatory follicleEndocrinology198110935636210.1210/endo-109-2-3566265188

[B62] AcostaTJHayashiKGMatsuiMMiyamotoAChanges in follicular vascularity during the first follicular wave in lactating cowsJ Reprod Dev20055127328010.1262/jrd.1609215699584

[B63] JiangJYMacchiarelliGTsangBKSatoECapillary angiogenesis and degeneration in bovine ovarian antral folliclesReproduction200312521122310.1530/rep.0.125021112578535

[B64] MaglioneDGuerrieroVVigliettoGDelli-BoviPPersicoMGIsolation of a human placenta cDNA coding for a protein related to the vascular permeability factorProc Natl Acad Sci USA1991889267927110.1073/pnas.88.20.92671924389PMC52695

[B65] CarmelietPMoonsLLuttunAVincentiVCompernolleVDe MolMWuYBonoFDevyLBeckHScholzDAckerTDiPalmaTDewerchinMNoelAStalmansIBarraABlacherSVandendriesscheTPontenAErikssonUPlateKHFoidartJMSchaperWCharnock-JonesDSHicklinDJHerbertJMCollenDPersicoMGSynergism between vascular endothelial growth factor and placental growth factor contributes to angiogenesis and plasma extravasation in pathological conditionsNat Med2001757558310.1038/8790411329059

[B66] StreitMRiccardiLVelascoPBrownLFHawighorstTBornsteinPDetmarMThrombospondin-2: a potent endogenous inhibitor of tumor growth and angiogenesisProc Natl Acad Sci USA199996148881489310.1073/pnas.96.26.1488810611308PMC24743

[B67] GreenawayJGentryPAFeigeJJLaMarreJPetrikJJThrombospondin and vascular endothelial growth factor are cyclically expressed in an inverse pattern during bovine ovarian follicle developmentBiol Reprod2005721071107810.1095/biolreprod.104.03112015616224

[B68] ThomasFHWilsonHSilvestriAFraserHMThrombospondin-1 expression is increased during follicular atresia in the primate ovaryEndocrinology200814918519210.1210/en.2007-083517884943

[B69] Grado-AhuirJAAadPYRanzenigoGCaloniFCremonesiFSpicerLJMicroarray analysis of insulin-like growth factor-I-induced changes in messenger ribonucleic acid expression in cultured porcine granulosa cells: possible role of insulin-like growth factor-I in angiogenesisJ Anim Sci2009871921193310.2527/jas.2008-122219251926

How the deposited data were processed for this re-analysis (not part of the article)

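Total RNA of the follicular wall from 3 largest (F1) and 2 second-largest (F2) follicles was measured on 5 one-color arrays, 1 follicle per array. The authors scanned the arrays and extracted the intensity of each spot, and the deposited scanner files give a background-subtracted processed signal intensity, a raw mean and a local background intensity, and flags for spots well above background, saturated or outlying. The authors also deposited a table in which each value is the ratio of the processed signal to the median signal of the 100 GAPDH spots of its array. All 5 arrays were scanned on one day and each lay on a slide of its own, so neither scan date nor slide could be used as a block. Every column of per-sample values was matched to a sample.

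The main setting followed the methods. Processed signals were divided by the GAPDH median of the array, values under 0.001 of that median were raised to it, and log2 values were taken. The methods do not give this floor, and it was chosen after the signals had been seen. Controls, the GAPDH spots and 1 spot with an outlier flag were left out; saturated spots were kept. Probes well above background on every array of at least 1 group, 5528 of 10163, were counted and tested. The number of arrays limits the precision of every value.

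Differences between F1 and F2 were tested with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with Benjamini-Hochberg adjustment and a threshold of 0.05, without a block, which treats the 5 follicles as independent. The over-20-fold probes were clustered by average linkage on the cosine distance with scipy 1.17.1 in Python 3.11.15. Marker lists of ovarian cell types, written before the data were examined, were tested with camera at a preset correlation of 0.01. On data simulated for F1 against F2 with 5528 probes, of which 200 were changed, limma recovered 3.85% of changes of 1 on the log2 scale, 50% of changes of 2, 90.9% of changes of 3 and 91.7% of changes of 4. It made 124 calls, of which 5 were false. Camera called the shifted list and 0 of 10 unchanged lists. The simulated probes varied independently, so this does not test the preset correlation on genes that vary together.

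Probes carry accessions and no gene names. Of 1415 probes with a RefSeq accession, 1364 were matched to a symbol in a table of RefSeq genes (assembly ARS-UCD2.0, used for names alone); other names are those of the paper's tables, and the rest keep their accession. The rule for named genes took the genes the paper names for experiment 1, the LH receptor, and the 5 probes with the largest difference in each direction outside Tables 2 and 3 that had limma adjusted p under 0.05, were well above background on all 5 arrays and had no overlap between F1 and F2; the text gives 2 of these probes in each direction. Genes of the marker lists that the rule does not cover were chosen for the text after their values had been seen. The rule, the tests between F1 and F2, the main filter and the alternatives were fixed before the data were examined. Both floors and the tests of explanations were added later. For a gene with several probes, the probe with the paper's accession was used.

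The alternatives were the 75th percentile or quantile normalization in place of GAPDH, normexp background correction with an offset of 50, the authors' deposited values, other filters on weak probes, other fold thresholds, other clustering settings, a replicate block, an intensity trend, leaving out saturated probes, other set tests and leaving out each follicle in turn. A floor of 0.01 was added later. QPCR, in situ hybridization and hormone measurements are not analysed here, nor are GADD45A, IGFBP5 and HSD17B1, whose accessions were not matched to a probe.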

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

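The tests of normalization, weak probes and other groupings of the follicles were chosen after the counts of probes had been seen; the test of GC content was chosen before its result.

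Besides the probes matched to entries of Tables 2 and 3, 590 of 5475 tested probes differed between F1 and F2 in limma, 324 higher in the F1 and 266 higher in the F2. A symbol was known for 120 of them. F1 and F2 signals did not overlap in any of the 590, but they also did not overlap in 2670 of the 5475 probes, where chance gives 20%. Accessions of 11 entries of Table 2 and 8 of Table 3 were not matched to a probe, so some of the 590 can be those entries under another accession. The 590 also hold further probes of genes in the tables: the TIMP1 probe used for QPCR, a probe that shares 43 bases in a row with it, the CALD1 probe (Table 2 has a caldesmon entry under another accession) and BP110514, which shares 50 bases in a row with a probe of Table 3. They are therefore not a count of genes the paper leaves out. Among probes well above background on all 5 arrays, 24 that were not matched to the tables also passed 20-fold, and the same limit holds for them.

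Several technical explanations were argued against as the whole cause. With arrays scaled to their 75th percentile in place of GAPDH, 546 of the 590 probes kept their call and direction. Weak signals were not needed for most of them, since 418 were well above background on all 5 arrays and kept their call among such probes. After the trend of signal on probe GC content was taken off each array, 563 kept their call and direction, and this trend held between 0.411% and 1.14% of the variance of an array. Among the 4861 probes well above background on all 5 arrays, F1 against F2 gave 666 calls in limma, and every other split of the follicles into 3 and 2 gave 0, with at most 695 probes at an unadjusted p under 0.05 against 1428. Chance in the grouping of the follicles cannot be excluded, only because 1 of 10 splits is the smallest share this design can give. The number of calls also rested on the F2, as leaving out F2 replicate 1 lowered the calls over all probes from 634 to 160, and leaving out F2 replicate 2 to 200. The difference in developmental status between F1 and F2 stays open as a biological explanation and was not tested.

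The largest differences besides the probes matched to the tables, among probes well above background on all 5 arrays, were those of BP110514 (249.9-fold) and BI535307 (110.3-fold) in the F1 and of K03532 (188-fold) and X12877 (151-fold) in the F2. These accessions were not paired with a gene name in the tables used here, so they can be entries of Tables 2 and 3 under another accession. K03532 and X12877 had similar signals on each array (20.25 and 18.84 in F2 replicate 1, 0.284 and 0.269 in F1 replicate 3), so they need not be 2 genes. Without F2 replicate 1 the limma adjusted p was 0.0914 for K03532 and 0.0673 for X12877, and without F2 replicate 2 it was 0.0531 and 0.0387. With an F1 left out it was between 0.00144 and 0.0027 for both. Without F1 replicate 3 the fold of K03532 was 297.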

How the results depend on the processing

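The floor of 0.01 of the GAPDH median was added after the data had been examined.

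All 5 follicles were placed with their own group under each alternative of normalization, background, filter, threshold, distance, linkage, centring and choice of probes that was run, and all 4 remaining follicles were with each follicle left out.

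The count of 327 probes over 20-fold, 211 higher in the F2 and 116 in the F1, was set largely by weak signals. It was 96 (45 and 51) with signals raised to the lowest well above background, 107 (52 and 55) with a floor of 0.01, 57 (24 and 33) among probes well above background on all 5 arrays, 63 (30 and 33) in the authors' deposited values and 37 (15 and 22) with normexp. It was 971 (583 and 388) among probes well above background on at least 1 array and 1076 (625 and 451) with no filter, where more weak probes are counted. At 10-fold it was 494, with 194 higher in the F1, and at 40-fold 211, with 70 higher in the F1. With each follicle left out the count ranged from 292 to 534, with 168 to 462 higher in the F2 and 72 to 142 in the F1. The highest count was without F2 replicate 1, with 462 higher in the F2 and 72 in the F1. With 1 F2 left, a probe well above background on that follicle alone passed the filter. There 6009 probes passed it in place of 5528, so this count does not show the effect of the follicle alone. The order of the 2 directions therefore depends on the setting: more were higher in the F2 under the main floor and more in the F1 under the other floors, normexp, the authors' values and the strictest filter.

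The count of 634 probes with limma adjusted p under 0.05 was 863 with the 75th percentile, 903 with quantile normalization, 743 with normexp, 648 in the authors' values, 887 with an intensity trend, 888 with a floor of 0.01, 618 without saturated probes and 666 among probes well above background on all 5 arrays. It fell to 346 (183 higher in the F1 and 163 in the F2) among probes well above background on at least 1 array and to 214 (101 and 113) with no filter, where more probes are tested. The order of the directions, 353 higher in the F1 and 281 in the F2, turned with the 75th percentile (421 and 442), with quantile normalization (441 and 462), with no filter, without F1 replicate 1 (161 and 183), without F1 replicate 2 (238 and 312) and without F2 replicate 1 (54 and 106). The median log2 difference F1 minus F2 of all probes was 0.27 after GAPDH normalization and 0.06 after the 75th percentile. Leaving out a follicle gave 160 to 550 calls, 54 to 279 higher in the F1 and 77 to 312 in the F2. The counts of 160 and 200 came from leaving out F2 replicates 1 and 2, which leaves 1 follicle in a group, and 344 from leaving out F1 replicate 1. The cause of the other changes was not tested. Under normexp every named gene had the same standard error, 0.319, so its count of 743 is not on a par with the others.

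With the replicate block, 578 probes passed, 319 higher in the F1 and 259 in the F2, and 465 were among the 634. Replicate 3 exists only in the F1, so the block takes up that follicle. The block's log2 differences equal those without F1 replicate 3 (3.501 for AMH in both), so the 2 settings are not separate checks. At least 1 F1 and 1 F2 come from the same cow, but the paper's text does not name them, so this was not modelled. The replicate numbers are not known to pair the follicles. The correlation of deviations from the group means was 0.039 for the follicles numbered 1 and 0.13 for those numbered 2. With 2 F2 their deviations mirror each other, so an F1 has opposite correlations with the 2 F2. F1 replicate 3 had 0.099 with F2 replicate 1, so these values do not settle the pairing. The block left the theca list short of the threshold (adjusted p = 0.0926 in camera) and changed no call of a named gene.

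With each follicle left out, 18 to 19 Table 2 entries and 34 to 36 Table 3 entries had the listed direction. In Table 2 this was 18 of 19 tested without F1 replicate 1, where AGOUTI, not tested on all follicles, went the other way, 18 of 19 without F2 replicate 1, and all of those tested without each other follicle. In Table 3 it was all of the 36 tested without F2 replicate 2, and all but FOS without each other follicle. Of the 18 Table 2 entries with the listed direction on all follicles, OXT turned without F2 replicate 1 and 17 kept it; the other follicles left out turned none of the 18, and no follicle left out turned any of the 34 Table 3 entries. In the authors' values, which lack weak and saturated spots, 15 of 15 and 23 of 24 entries had the listed direction. All 29 genes and probes taken by the rule for named genes had limma adjusted p under 0.05, and 17 to 29 did with each follicle left out, the lowest count being without F2 replicate 1. The luteinizing hormone receptor lost its call with normexp. Direction was kept by every named gene in each alternative that gave it a value.

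Of the 7 marker lists with at least 3 tested genes, 5 passed in camera with the preset correlation and 3 in fry. With an estimated correlation 0 passed, and the granulosa list had a camera adjusted p of 0.128. With each follicle left out and the preset correlation, 3 to 5 passed, the lowest count being without either F2. Fry kept the granulosa, theca and macrophage lists. The direction of the luteinization list against all other probes turned with the replicate block (median log2 difference 0.74), as did that of the proliferation list (0.091). Both also turned without F1 replicate 3, at the same 0.74 and 0.091, since the block gives the log2 differences of that fit. The proliferation list turned without F2 replicate 2 as well, at 0.32. With each follicle left out these medians ranged from -0.17 to 1.67 and from 0.091 to 0.91. Neither list passed the threshold in any of these. Scan date could not be run as a block. Signal over background limits the weak probes, and saturation limits the brightest.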

Differences from the paper's values

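The paper gives 76 genes over 20-fold between at least 2 follicles, and 327 probes passed here. Of the alternatives set before the data were examined, the authors' deposited values (63), probes well above background on all 5 arrays (57) and signals raised to the lowest well above background (96) lie within 1.5 times the paper's number, and the 10-fold and 40-fold thresholds, the 75th percentile, quantile normalization, normexp, the 2 looser filters and leaving out each follicle do not. The floor of 0.01, which gave 107 and was chosen after seeing the values, also lies within 1.5 times. A near count does not mean the same probes. Of the 56 table entries matched to a probe, 53 passed in the main setting and 51 with signals raised to the lowest well above background. Only 33 passed among probes well above background on all 5 arrays. FSHR, listed in Table 3, was not well above background in either F2, so it is in neither the 57 nor the 63.

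The paper gives 31 of these genes as higher in cluster A, the F2, and 211 probes were higher in the F2 here. Of the alternatives set before the data were examined, the authors' deposited values (30), probes well above background on all 5 arrays (24) and signals raised to the lowest well above background (45) lie within 1.5 times the paper's number, and the other alternatives run do not. The floor of 0.01, chosen after seeing the values, gave 52 and does not.

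The paper gives 45 genes as higher in cluster B, the F1, and 116 probes were higher in the F1 here. Of the alternatives set before the data were examined, the authors' deposited values (33), probes well above background on all 5 arrays (33) and signals raised to the lowest well above background (51) lie within 1.5 times the paper's number, and the other alternatives run do not. The floor of 0.01, chosen after seeing the values, gave 55 and also lies within 1.5 times.

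The paper states that 3308 genes were left after normalization, and 5528 probes passed the filter here. Of the alternatives set before the data were examined, probes well above background on all 5 arrays (4861) and probes with a value on all 5 arrays in the authors' deposited table (4424) lie within 1.5 times the paper's number. Probes well above background on at least 1 array (6682) and all probes (10163) do not.

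The paper lists FOS among the genes higher in the F1. Its mean log2 value here was higher in the F2, by a log2 difference F1 minus F2 of -1.21, with overlapping follicles. Without F2 replicate 2, FOS was higher in the F1. The paper lists AGOUTI among the genes higher in the F2. Its signals were 0.0151, 0.0222 and 0.858 in F1 replicates 1, 2 and 3, against 0.306 and 0.00677 in F2 replicates 1 and 2. The highest AGOUTI signal was therefore that of 1 F1, and the follicles overlapped. AGOUTI was well above background in 2 of the 3 F1 and 1 of the 2 F2. Without F2 replicate 2, AGOUTI was higher in the F2.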

Other observations

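The tests of cell share and of macrophages below were chosen after the results of the marker lists had been seen; the test of blood was chosen before its result.

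The 9 granulosa genes on the array were all higher in the F1, with a median log2 difference F1 minus F2 of 4.89 (camera adjusted p = 2.37e-09), or 4.43 with weak and saturated genes at their bound. This list holds AMH, CYP19, FSHR, FST, INHA and INHBA, which the study picked from these arrays, and the other genes are GJA1 (at least 4.95-fold), SERPINE2 (at least 6.93-fold) and INHBB (at least 21.6-fold). A candidate explanation is a lower share of granulosa cells in the F2, which would raise the genes of the other cell types alike. The theca list had a median of 1.05 at its bounds and the macrophage and matrix lists together a median of -0.78, so they lay 1.83 apart. This distance decides nothing, since theca genes went both ways, 6 higher in the F1 and 2 in the F2, and the camera adjusted p of the theca list was between 0.0519 and 0.185 without F1 replicate 3, without F2 replicate 2 and with an estimated correlation, against 0.00461 to 0.0251 in its other camera fits without a block. The folds of the granulosa genes were unequal, from 13.7 for AMH, which was not saturated, to at least 541 for CYP19, whereas a lower share alone would lower the genes expressed by granulosa cells only by 1 factor. A lower share therefore stays open as a part of the pattern. INSL3 was at least 11.5-fold higher in the F1 (limma adjusted p = 0.00394), while STAR was 2.79-fold higher in the F2 (limma adjusted p = 0.0593). The probe for the LH receptor, also in the theca list, was weak, at 0.0339 ± 0.00119 (SD, n = 3) in the F1, and was not well above background in either F2. Its lower bound was 2.18-fold. With normexp background correction its log2 difference was 0.56 (limma adjusted p = 0.289). Under the other settings that kept both F2 the limma adjusted p was 0.000138 to 0.00367, and the log2 difference was set by the floor. Normexp gave every named gene the same standard error, 0.319, so its p-values are not on a par with those of the other fits. The study picked 1 gene of the theca list, CYP17, from these arrays, and 2 of its tested genes, HSD3B1 and STAR, are also in the luteinization list.

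The macrophage and leukocyte list was higher in the F2, with a median log2 difference F1 minus F2 of -1.92 over 8 genes (camera adjusted p = 0.00141), or -1.22 with a weak gene at its bound. One gene of the list, CCL2, was picked by the study from these arrays. Without CCL2, the median lay at -1.05 relative to the median of all probes, with 5 of 7 genes below it and 2 above it. TYROBP was 6.22-fold and AIF1 4.52-fold higher in the F2, whereas CYBB was 3.36-fold higher in the F1 (limma adjusted p = 0.0163). More macrophages and leukocytes in the F2 may explain part of this, but genes of the list went both ways and the arrays cannot settle it. Blood left in the F2 samples could not be tested as planned, since the beta globin probe was well above background on 0 of the 5 arrays.

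The medians of the other lists were closer to 0. The median log2 difference F1 minus F2 was 1.58 for the theca list (camera adjusted p = 0.0199), -0.72 for the fibroblast and matrix list (camera adjusted p = 0.0119), -0.73 for the endothelial list (camera adjusted p = 0.0318), 0.75 for luteinization and ovulation (camera adjusted p = 0.732) and 0.44 for proliferation (camera adjusted p = 0.732). In the endothelial list SELP, which the study picked from these arrays, was the only gene with limma adjusted p under 0.05. The study also picked OXT and TNFAIP6 of the luteinization list from these arrays. The smooth muscle, red blood cell and oocyte lists had 1 tested gene each and were not tested; these were CALD1 (3.80-fold higher in the F2), CA2 (at least 6.75-fold higher in the F2, limma adjusted p = 0.135, or at least 4.13-fold without F2 replicate 1 and 11.0-fold without F2 replicate 2) and ZP3 (1.07-fold higher in the F2).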
